A study of Mus musculus with 66 samples. Its data were reported in "Short- and long-term impact of hyperoxia on the blood and retinal cells’ transcriptome in a mouse model of oxygen-induced retinopathy" (2019).

How the data were processed

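Total RNA of blood mononuclear cells from C57BL/6 mouse pups was measured on 66 Agilent SurePrint G3 mouse gene expression arrays with 2 colours. Each array also carried a universal mouse reference RNA, a commercial mixture that is the same on every array. The pups were kept in 75% oxygen (hyperoxia) or 21% oxygen (normoxia) from postnatal day 7 to 12, which is the oxygen-induced retinopathy model. Blood was taken on postnatal day 12, 17 or 28 (P12, P17, P28). Per the paper, the pups sampled on P17 or P28 were back in room air from P12. The oxygen effects at those ages are therefore differences after past exposure. Groups were taken from the age and oxygen labels of the deposited samples.

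The authors scanned the arrays and extracted spot values with Feature Extraction 10.7.3.1, per the file headers. The deposited scanner files hold, for each of 62976 spots, the median intensity and the local background intensity of both channels, the software's processed intensity of both channels, its log10 ratio of red over green, and flags for outlier spots, saturation and signal well above background. The authors also deposited a matrix of log2 ratios per probe, with its direction unstated.

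The labels name Cy5 as the channel of the blood RNA and Cy3 as that of the reference on all 66 arrays, and the fixed plan followed them. The values go against those labels. Log2 intensities of Cy5 correlated between arrays with a median Pearson r of 0.994, against 0.970 for Cy3. The Y-linked gene Eif2s3y ranged from 4.83 to 9.19 in Cy3 and from 4.81 to 5.39 in Cy5 (log2 intensity). The alpha globin gene Hba-a1 was at 17.65 or more in Cy3 on every array and at 12.23 or less in Cy5. The authors' matrix correlated positively with log2(Cy3/Cy5) of the same array on 66 of 66 arrays, with r of at least 0.988. Its direction is unstated, so this shows that it is Cy3 over Cy5 but not which dye carried the blood RNA. From the intensities above, Cy3 was taken as the channel of the blood RNA, and every ratio is log2(Cy3/Cy5). This departs from the plan and was decided after the values were seen. If the labels were right, every direction of a ratio given here would turn round, while values of a single channel would keep their sign. The probe filter and the choice of the brightest probe of a gene were moved to Cy3 with it, and the filter as first planned, on Cy5, was run beside the one on Cy3.

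Values were computed in R 4.3.3 with limma 3.58.1. Median intensities were background corrected with normexp (offset 50) and normalised within arrays by loess. Control spots and spots with outlier flags were left out, and the spots of a probe were averaged, which left 56605 probes. No spot other than controls was saturated. A probe was tested where Cy3 was well above background on a share of at least 0.5 of the arrays of 1 of the groups compared. The files name probes by accession, and 32994 probes were matched to a symbol of 22911 genes through a RefSeq table of the mouse assembly GRCm38.p6, which was used for names alone. The other 23611 probes keep the name in the files.

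Hyperoxia and normoxia were compared at each age with the moderated test of limma (lmFit and eBayes) on the arrays of the pair of groups, as in the methods of the study. Changes with age and differences between oxygen effects were contrasts of 1 fit of all 6 groups. Adjusted p-values are Benjamini-Hochberg values, with a threshold of 0.05. For gene lists and gene sets, a gene was represented by its probe with the highest mean Cy3 intensity. The 12 gene sets were tested with camera (preset correlation 0.01) and adjusted over 12 sets and 3 ages together, with fry and an estimated correlation beside it. The lists and sets were written before the data were examined. Deptor and Nol4 are given at every age. For each oxygen effect, change with age in normoxia and oxygen effect difference, up to 3 higher and 3 lower genes past the threshold with the greatest change are named, and the 3 genes with the smallest unadjusted p where none passes. For 1 gene chosen by this rule the result is not reported here. Values per array were compared with 2-sided permutation tests (scipy 1.17.1, 100000 resamples, exact where a group had under 10 arrays), and 54 such comparisons were adjusted together.

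The fits were tested on simulated arrays with 200 probes moved by 1 on the log2 scale. For the oxygen effect at P17, 93.0% of the moved probes were recovered among 25083 probes, with 5 false calls. At P12 the share was 90.0% of the moved probes among 28584 probes, with 9 false calls, and at P28 it was 88.0% among 27208 probes, with 10 false calls. With slide as a block the shares were 88.0% at P12, 77.0% at P17 and 91.0% at P28. The simulated noise was independent between probes, which that of the arrays is not. For that reason each count was also set against 100 regroupings of the arrays.

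The arrays lay on 9 slides and were scanned on 2 days. Of the P17 normoxia arrays 8 of 12 were scanned on day 2, against 1 of 12 P17 hyperoxia arrays. Slide and scan day were each entered as a block. The alternatives fixed at the start were the scanner software's signals, Aquantile, median centring, Cy5 alone, other probe filters, slide as a block, the authors' matrix, robust eBayes with a trend, array weights, Xist or erythroid ratios as covariates, all 6 groups in 1 fit, Bonferroni adjustment, the probe with the smallest p for each gene of a list, and each array left out in turn. Cy3 alone, the Cy3 filter on every array, scan day as a block, the share of probes above background as a covariate, the arrays of scan day 1 alone, the authors' matrix without a filter, and combinations of these were added after the data were examined. The number of arrays limits the precision of every comparison.

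No arrays were close enough to be duplicates, with a highest correlation between arrays of 0.977.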

Results

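Blood expression profiles were obtained from 66 mice. The groups held 10 hyperoxia and 11 normoxia arrays on P12, 12 and 12 on P17, and 10 and 11 on P28. The share of probes well above background in the Cy3 channel was 49.6% ± 4.29 (SD, n = 10) in P12 hyperoxia and 43.9% ± 4.87 (n = 11) in P12 normoxia. It was 44.7% ± 5.85 (n = 12) in P17 hyperoxia and 38.0% ± 4.86 (n = 12) in P17 normoxia, and 46.8% ± 4.10 (n = 10) and 44.3% ± 4.20 (n = 11) in the P28 groups. The permutation p was 0.0108 at P12 (adjusted over 54 comparisons 0.114), 0.0047 at P17 (adjusted 0.0634) and 0.196 at P28 (adjusted 0.314), so no difference held after adjustment. Among the arrays of scan day 1 the differences were 5.67 percentage points at P12 (exact permutation p 0.0165), 4.55 at P17 (exact permutation p 0.0982, 11 arrays against 4) and 1.86 at P28 (exact permutation p 0.318). Scan day 2 held 1 hyperoxia array at P17, too few for a value. The log2 ratio of the spike-in controls gave the smallest p of the 54 comparisons, with 0.72 ± 0.47 (SD, n = 12) in P17 hyperoxia and 1.74 ± 0.80 (n = 12) in P17 normoxia (permutation p 0.00108, adjusted 0.0583). Among the arrays of scan day 1 its difference was -0.24 (exact permutation p 0.388), against -1.02 over all arrays.

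**Figure D1:**
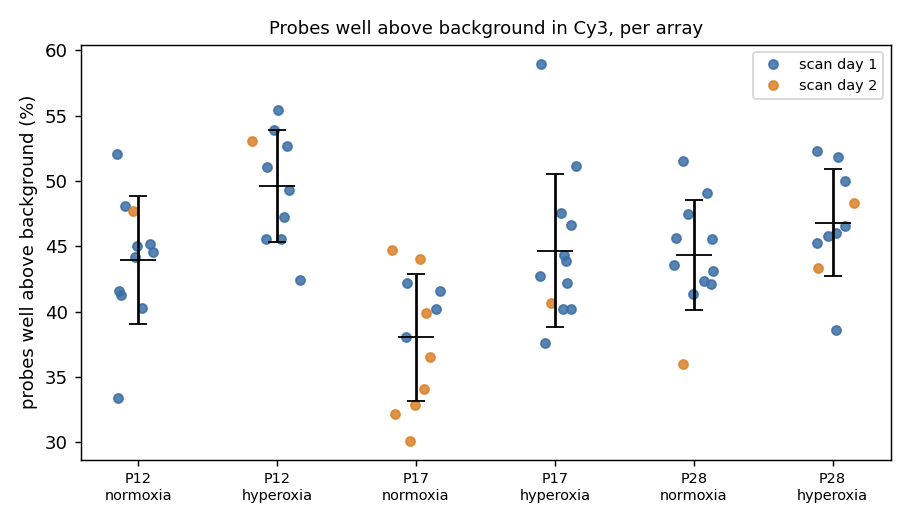
Share of probes well above background in Cy3 (%) for each array, by group, with points coloured by scan day and bars for the mean and SD. P17 normoxia had the lowest mean, 38.0%, and 8 of its 12 arrays were scanned on day 2.

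The first question was whether hyperoxia altered blood expression at each age. Ratios are blood over reference with Cy3 read as the blood channel, against the labels. At P12, 0 of 28584 probes passed an adjusted p of 0.05 with limma, and 5758 had an unadjusted p under 0.05. At P28, 0 of 27208 probes passed, and 4765 had an unadjusted p under 0.05. At P17, 1 of 25083 probes passed, and 2934 had an unadjusted p under 0.05. That probe, A_55_P2039110, is named by a transcript that the table of gene names used here does not pair with a gene, and it was singled out after its values were seen. It was higher in hyperoxia by 1.38 ± 0.21 (log2, SE; adjusted p 0.0155) and well above background on 12 of 12 arrays of both groups. With slide or scan day as a block, 0 probes passed at P17. The same 0, 1 and 0 calls were made with the Cy5 probe filter first planned.

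These counts moved with the processing. Of the 18 settings run on every count of probes, slide as a block gave the most calls at P12, 5953, and median centring the most at P17, 4947. The scanner software's signals gave 63 calls at P17, 45 higher and 18 lower, and the authors' matrix gave the same 63 probes. Both gave 0 calls at P12 and P28. With the software's signals and slide or scan day as a block, 0 calls were left at P17. Array weights gave 1571 calls at P12, 1277 at P17 and 5009 at P28. In Cy5 alone, the channel read as the reference, 316 probes passed at P17. Single arrays also decided counts, and without P28 normoxia replicate 9 the count at P28 was 2965.

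**Figure D2:**
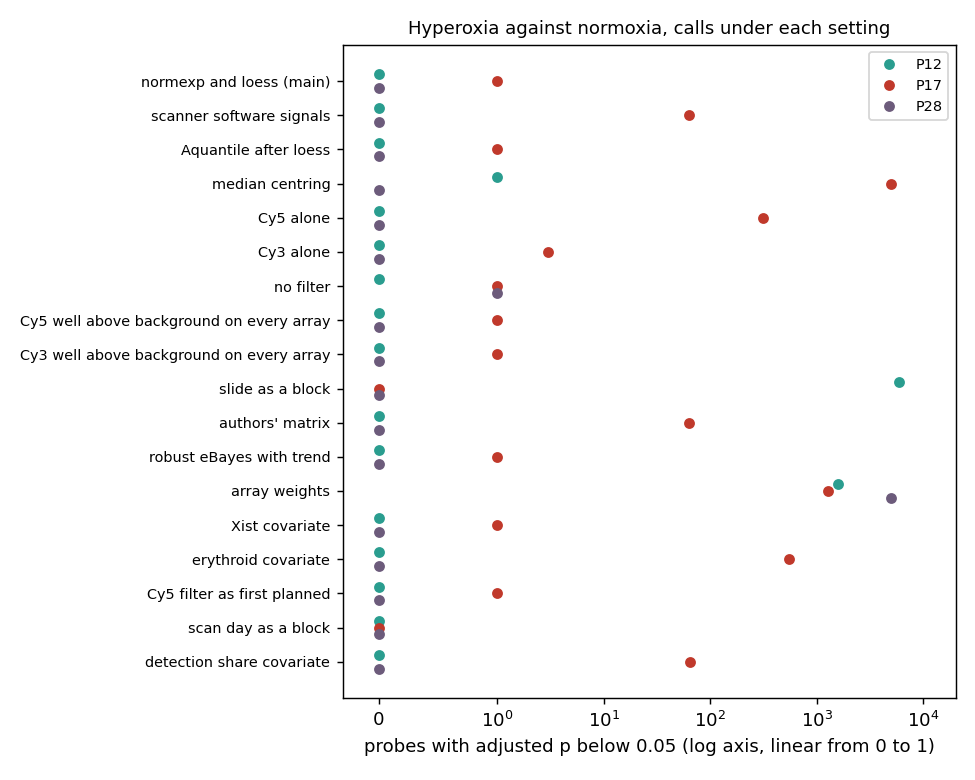
Number of probes with an adjusted p below 0.05 for hyperoxia against normoxia (log axis, linear from 0 to 1) under each of 18 settings, with a point for each age. The count at P17 ranged from 0 with slide as a block to 4947 with median centring.

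The genes with the smallest unadjusted p did not pass the threshold. At P12 they included Cpox, which was lower in hyperoxia by a log2 change of -1.53 ± 0.27 (SE; adjusted p 0.161), and Psenen (-0.52 ± 0.0945). At P17 they were Chd4 (0.41 ± 0.0799; adjusted p 0.0958), Mia2 (0.30 ± 0.0594) and Serpina11 (-0.38 ± 0.0764). At P28 they were Odf2 (0.20 ± 0.0351; adjusted p 0.242), Rapgef1 (0.46 ± 0.0876) and Swi5 (-0.29 ± 0.0578). The direction of Psenen and of Swi5 turned round under median centring. Some other settings called genes named here. With slide as a block Cpox (adjusted p 0.0121) and Psenen (adjusted p 0.00677) passed with limma. With the scanner software's signals Mia2 (adjusted p 0.0221) and Serpina11 (adjusted p 0.0215) passed, while Chd4 (adjusted p 0.124) did not. With slide or scan day as a block no gene named at P17 passed. With scan day as a block their log2 changes were 0.40 for Chd4, 0.30 for Mia2 and -0.28 for Serpina11. With slide as a block they were 0.41, 0.27 and -0.27. Part of the loss may therefore be one of precision. Array weights called every gene named here.

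Deptor and Nol4 were examined because the study named both in blood and retina. The log2 change of Deptor was 0.10 ± 0.12 at P12, 0.0339 ± 0.0886 at P17 and -0.0562 ± 0.0538 at P28 (SE), with adjusted p-values of 0.607, 0.914 and 0.571. No difference was detectable in its brightest probe, which gave these values, and the direction at P17 and P28 changed with the processing. At P17 that probe was well above background on 10 of 12 hyperoxia and 6 of 12 normoxia arrays. Another probe of Deptor was well above background on 6 of 12 hyperoxia and 1 of 12 normoxia arrays at P17. No fold change of that other probe is given here. None of the 4 probes of Nol4 was well above background on any hyperoxia array. The brightest was well above background on 1 of 12 P17 normoxia arrays and on 0 arrays of every other group, so no fold change is given.

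Of the blood genes named by the study, 20 were tested at P17, and 9 passed when adjusted over the list alone, 7 higher and 2 lower. Without a probe filter 24 were tested and 12 passed over the list alone, 7 higher and 5 lower. The genes that the filter left out (Gm29260, Nol4, Ccl20 and Nbeal1) were all listed as lower by the study. Adjusted over all probes tested, 0 of these 20 genes passed with limma after loess, but 10 passed with the scanner software's signals, 10 with the authors' matrix, 9 with array weights, 8 with median centring and 5 with the erythroid covariate. With slide or scan day as a block it was 0. The listed genes Gm1043, Gm3970 and ND2 were matched to no probe by name and are not covered, so whether the probe called at P17 belongs to a listed gene was not settled here. The study chose this list on these samples, so the counts over the list alone are not independent evidence. Trp53 was higher in hyperoxia by 0.45 ± 0.0902 (log2, SE; adjusted p 0.0958 over all probes). Of the retina genes, 8 were tested in blood and 0 passed, adjusted over the list alone or over all probes with limma, with 0 at an unadjusted p under 0.05. A list of PCR genes had 5 genes tested in blood and a list of sex-linked genes had 4, and 0 of either list passed or had an unadjusted p under 0.05. With slide as a block 5 genes of the blood list passed when adjusted over the list alone. With scan day as a block it was 9, with 7 higher and 2 lower.

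Among the 12 gene sets, camera called 2 at P12, 3 at P17 and 4 at P28. The erythroid set was lower in hyperoxia at each age, with median log2 changes of -0.91 at P12, -0.75 at P17 and -0.58 at P28. The interferon response set was lower at P12 and P17, the hypoxia set at P17, and the cell division and neutrophil sets at P28, while the T cell set was higher at P28. At P17 the T cell set, which was not called, had a median log2 change of 0.0378 but a downward camera statistic. None of these calls held under fry or an estimated correlation. Regroupings of the arrays gave a median of 3 called sets at each age.

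The erythroid difference depended on the normalisation. Over 16 erythroid genes, the mean ratio after loess was 4.18 ± 0.67 (SD, n = 10) in P12 hyperoxia and 4.95 ± 0.75 (n = 11) in P12 normoxia, a difference of -0.77 (permutation p 0.0254, adjusted 0.125). The differences were -0.65 at P17 (permutation p 0.02) and -0.49 at P28 (permutation p 0.0726). Among the arrays of scan day 1 they were -0.68 at P12, -0.35 at P17 and -0.52 at P28, with exact permutation p-values of 0.058, 0.484 and 0.0777. With each array centred on its median they were -0.12, -0.10 and -0.20, and in the ratio before normalisation -0.0396, -0.0146 and -0.19. With the scanner software's signals they were -0.78 at P12 (permutation p 0.0198), -0.86 at P17 (permutation p 0.0041, adjusted 0.0634) and -0.51 at P28 (permutation p 0.0749). At P17, the centred difference among the arrays of scan day 1 was 0.17, in the other direction. Hba-a1 in Cy3 differed by -0.0229, -0.0869 and -0.0532 log2.

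**Figure D3:**
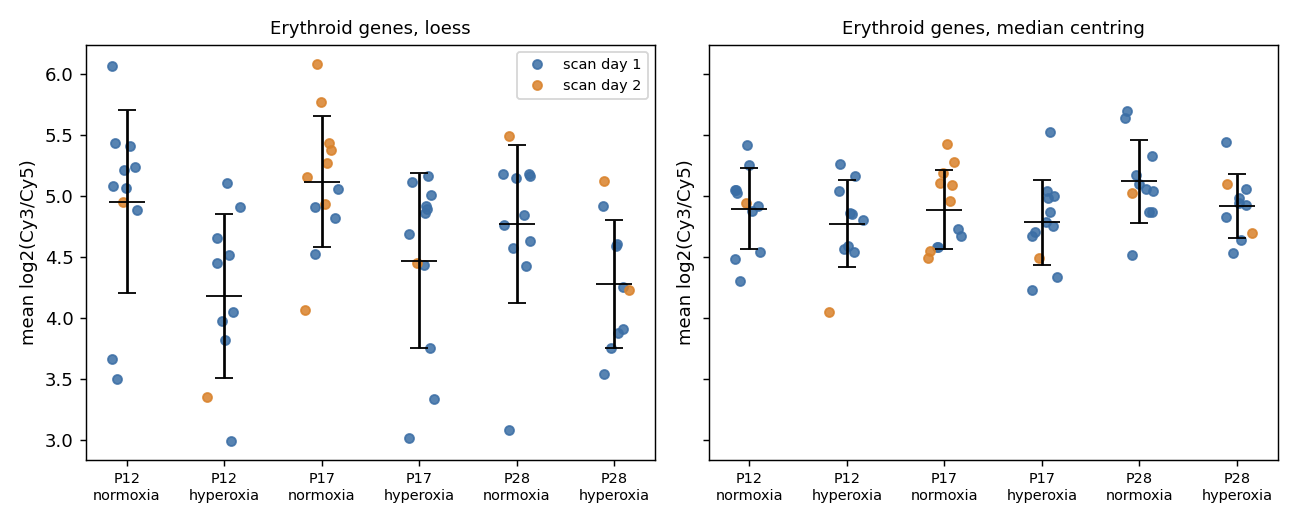
Mean log2(Cy3/Cy5) of 16 erythroid genes for each array, after loess (left) and after median centring (right), with bars for the mean and SD of each group and points coloured by scan day. The difference of -0.77 at P12 after loess was -0.12 after median centring.

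Changes with age were tested in the fit of all 6 groups. In normoxia, 721 of 29327 probes changed from P12 to P17 (224 higher, 497 lower) and 1542 from P17 to P28 (997 higher, 545 lower). In hyperoxia the counts were 4772 (1785 higher, 2987 lower) and 3490 (2280 higher, 1210 lower). With scan day as a block the counts in normoxia were 212 and 429. From P12 to P17 in normoxia, Retnlg fell by 2.02, Cstdc5 fell by 1.82 and Stfa1 fell by 1.70 (log2), while Nck2 (1.43), Tubb2a-ps2 (1.31) and Mest (1.08) were higher. From P17 to P28, Atf5 fell by 5.10 ± 0.50 (SE; adjusted p 1.48e-10), Asns fell by 3.57 ± 0.52 and Trib3 fell by 2.20 ± 0.39. Vangl1, B2m and Fcer2a were higher by 1.35 each. With the scanner software's signals Retnlg (-0.45, adjusted p 0.572), Stfa1 (-0.65, adjusted p 0.296), Mest (1.40, adjusted p 0.16) and Fcer2a (0.205, adjusted p 0.748) did not pass. With slide or scan day as a block Tubb2a-ps2, Mest and Vangl1 did not pass. Under median centring Nck2 (adjusted p 0.0808), Tubb2a-ps2 (adjusted p 0.110) and Mest (adjusted p 0.117) did not pass. Atf5 was at 2.03 ± 1.46 (SD, n = 12) in P17 normoxia and -3.07 ± 0.49 (n = 11) in P28 normoxia, and at 1.93 ± 1.31 (n = 12) and -3.06 ± 0.45 (n = 10) in hyperoxia.

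**Figure D4:**
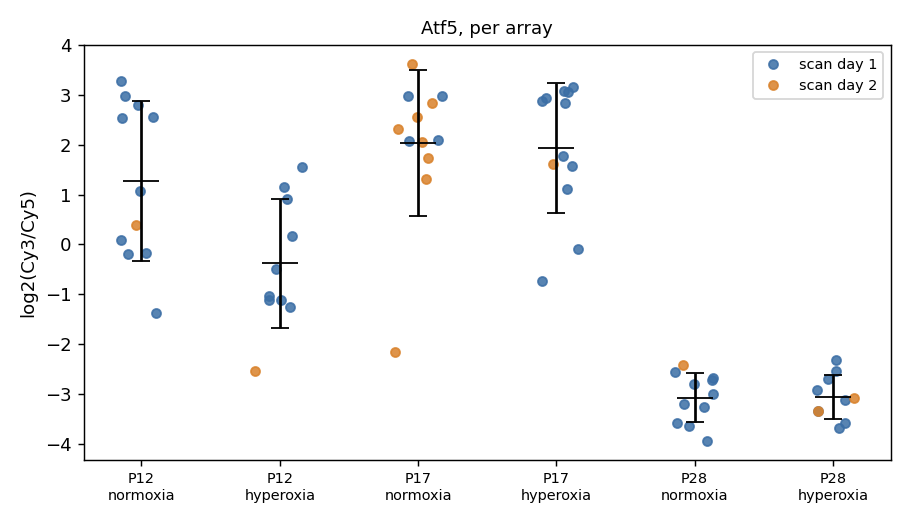
Log2(Cy3/Cy5) of Atf5 for each array, by group, with points coloured by scan day and bars for the mean and SD. Both P28 groups lay near -3.07, while the P17 normoxia mean was 2.03, with 1 array, replicate 4, at -2.15.

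Whether the oxygen effect differed between ages was tested directly. Between P12 and P17, 72 of 29327 probes differed (34 higher, 38 lower at P17). With slide as a block 5 were left. Between P17 and P28, and between P12 and P28, 0 probes differed with limma, with 2838 and 841 at an unadjusted p under 0.05. The smallest p-values there were those of Ccser2 (0.47), Ola1 (0.43) and Zbtb2 (0.63), and of Ubxn11 (0.40), Sars (0.71) and Dgat2 (0.58), as log2 differences.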

Values the study reported

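In blood, the study reported altered expression on P17 alone, in 63 genes, of which 49 carried an official symbol. It reported Deptor and Nol4 as lower in blood and in retina on that day, with a fold change below -2 in blood.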

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

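The fit with scan day as a block, and the use of it and of the planned slide block as tests of this difference, were chosen after the result was seen. The regroupings were planned.

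The oxygen effect differed between P12 and P17 in 72 probes, by a test of the difference itself. Of the genes named by rule, Raly (1.25), Klf3 (1.03) and Eif5a (0.87) had a higher effect at P17, and Tgif2 (-1.22), Slc30a4 (-1.15) and Hnrnpdl (-1.11) a lower one (log2 differences). A count this large came from 2 of 100 regroupings of oxygen within age, the real one included, so chance is excluded at 0.05. Scan day may account for much of it, since 9 probes were left with scan day as a block, and slide also stays open, with 5 probes left. With the software's signals Klf3 (adjusted p 0.0982) did not pass, while Raly (adjusted p 0.0327) and Eif5a (adjusted p 0.0227) did. Without a probe filter Raly (adjusted p 0.0588) and Klf3 (adjusted p 0.0691) did not pass. None of the 6 genes passed the threshold under either block or under median centring, and all of them kept their direction there. Their sizes moved less than the counts, with Raly at 1.11 and Klf3 at 0.84 with scan day as a block, so part of the loss may be one of precision. A change in the response to oxygen between the ages stays open and is not separated from the batches here.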

How the results depend on the processing

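The settings Cy3 alone, the Cy3 filter on every array, the Cy5 filter, scan day as a block, scan day 1 alone, the detection share, the matrix without a filter and the combinations were chosen after the data were examined. The cause of a change was not tested unless stated. Aquantile leaves ratios as they are by construction, so its equal counts say nothing. Robust eBayes and the Xist covariate moved no count by over 1.5 times. Counts below are probes, genes or sets past the threshold.

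For the oxygen effect at P12 (0 calls), median centring gave 1, slide as a block 5953, array weights 1571, median centring with slide 14491, the software's signals with slide 5747 and Cy5 alone with slide 1. The mouse number in the titles as a replicate block gave 941. Of the 10 same-numbered pairs 8 were correlated over 0.1, with a median r of 0.406, against -0.0735 for pairs of other numbers, of which 41% were over 0.1. Not every pair was, and the P12 normoxia files carry other mouse numbers than the titles, so the number was not taken as a pairing, and what same-numbered arrays share stays open. Leaving out each array in turn gave 0 to 1.5e+02 (rounded), the highest without P12 normoxia replicate 1.

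For the oxygen effect at P17 (1 call), the software's signals and the authors' matrix gave 63 each, the matrix without a filter 62, median centring 4947, Cy5 alone 316, Cy3 alone 3, array weights 1277, the erythroid covariate 549, the detection share covariate 65, all 6 groups in one fit 4, and median centring with the detection share 3. It was 0 with slide as a block (alone, with the erythroid or detection share covariate, and for median centring, the software's signals and Cy5 alone), with scan day as a block (alone, for the software's signals and for Cy5 alone), and among scan day 1 arrays. The last had 4 normoxia arrays. Leaving out each array gave 1 to 26, the highest without P17 hyperoxia replicate 3, with 5 without replicate 4 of that group. For the oxygen effect at P28 (0 calls), no filter gave 1 and array weights 5009, and leaving out each array gave 0 to 2965, the highest without P28 normoxia replicate 9, whose erythroid ratio, 3.08, was the lowest of its group (the next was 4.43).

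For the change from P12 to P17 in normoxia (721), the software's signals gave 1740, the authors' matrix 1737, Cy5 alone 0, Cy3 alone 1287, no filter 416, the filters on every array 344 (Cy5) and 340 (Cy3), the Cy5 filter first planned 409, slide 333, scan day 212, array weights 4247, the erythroid covariate 2596 and the detection share 5656. From P17 to P28 in normoxia (1542), median centring gave 7954, Cy5 alone 37, the filters on every array 1019 and 955, slide 591, scan day 429, array weights 4697, the erythroid covariate 4301 and the detection share 6544. In hyperoxia from P12 to P17 (4772), Cy5 alone gave 0, the Cy3 filter on every array 2795, array weights 9067 and the detection share 1472. From P17 to P28 (3490), median centring gave 937, Cy5 alone 7, the Cy3 filter on every array 2243 and array weights 9028. Median centring also moved the split, with 2 higher and 625 lower from P12 to P17 in normoxia, and 7897 higher and 57 lower from P17 to P28. In hyperoxia it gave 220 higher and 4209 lower, then 847 higher and 90 lower. In Cy3 alone the split was 666 higher and 621 lower from P12 to P17 in normoxia, 2252 and 652 from P17 to P28 in hyperoxia, and 61 and 261 for the oxygen effect difference between P12 and P17. From P17 to P28 in hyperoxia the software's signals gave 2149 higher and 679 lower, and the authors' matrix 2140 and 676. The median oxygen effect over all probes tested was 0.28 at P12, 0.33 at P17 and 0.12 at P28 (log2) under median centring, 0.124 at P12 with the software's signals, and 0.00668, 0.0167 and 0.0110 after loess.

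For the oxygen effect difference between P12 and P17 (72), median centring and Cy5 alone gave 0, Cy3 alone 322, no filter 40, slide 5, scan day 9, array weights 5855, the erythroid covariate 835 and the detection share 2495. Between P17 and P28 (0), median centring gave 2, the Cy5 filter on every array 2, slide 1, scan day 1, array weights 4404, the erythroid covariate 249 and the detection share 3008. Between P12 and P28 every setting gave 0.

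The blood list (9, adjusted over the list alone) had 0 in Cy5 alone, 4 with the Cy3 filter on every array and 5 with slide. The retina list (0) had 1 with median centring, Cy5 alone, the erythroid covariate and the detection share. Gene sets at P12 (2) were 4 with the software's signals, the authors' matrix and slide, and 0 in Cy5 alone. At P17 (3) they were 5 with the software's signals, the authors' matrix and scan day, 1 in Cy3 alone, and 0 with the erythroid covariate and the detection share. At P28 (4) they were 1 in Cy5 alone. Fry and the estimated correlation gave 0 at P12, 0 at P17 and 0 at P28.

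Over the named genes and the settings run on them, 470 values kept the direction and side of the threshold, 55 kept the direction but no longer passed, 30 kept the direction and newly passed, and 24 turned round. Aquantile, the other probe filters and robust eBayes leave log2 changes as they are, so no direction could turn there. The authors' matrix nearly repeats the software's signals. The 470 therefore overstate how far the directions were tested. Log2 changes of named genes that turned round in Cy5 alone, which is read as the reference, were Cpox 0.050, Psenen 0.0384, Serpina11 0.173, Odf2 -0.0629, Rapgef1 -0.0446, Swi5 0.0544, Tubb2a-ps2 -0.670, B2m -0.103, Trib3 0.0324, Raly -0.0884, Eif5a -0.0720, Ubxn11 -0.0878, Sars -0.0511, Dgat2 -0.136, and Deptor -0.0110 at P12 and -0.00724 at P17. Median centring turned Psenen (0.153), Swi5 (0.00710) and Deptor at P28 (0.0464). Deptor at P28 also turned with the software's signals and the authors' matrix (0.0300 each) and in Cy3 alone (0.00766), and at P17 with slide (-0.000764) and the erythroid covariate (-0.00423). Signal over background limits the dim genes.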

Other observations

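The tests of the erythroid ratio against normalisation, of slide for the software's signals, of scan day and (in a planned fit) slide for Atf5, and of the age label of 1 array were chosen after the result was seen, and scan day as a block, the share of probes above background as a covariate and the fits that combine a block or covariate with another setting were chosen after the data were examined. The count at P17 with normexp and loess was 1. That is lower than the value quoted from the study above. The software's signals and the authors' matrix each gave 63, the total of the study, with 45 higher and 18 lower. The matrix without a filter gave 62, with 38 higher and 24 lower. The study counted 38 overexpressed probes, as many as the matrix without a filter gave and fewer than the 45. The equal total of 63 therefore does not mean an equal set of calls. Whether either set holds the probes of the study was not tested.

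Chance was tested with 100 regroupings of the arrays for each count, the real one included. For the oxygen effect all 100 were as large at P12 and all 100 at P28, as a count of 0 must be, which says nothing. At P17 2 of 100 were as large, which excludes chance at 0.05, although the count was 1 probe and was 0 with slide or scan day as a block. Probes with an unadjusted p under 0.05 were as many in 3 of 100 at P12, 12 of 100 at P17 and 6 of 100 at P28. By the same rule chance is excluded at 0.05 for this count at P12 and not at P17 or P28. These regroupings therefore do not set P17 apart from P12. The P12 count was 5758, and 891 with the share of probes above background as a covariate. The changes with age were reached by 2 of 100 (P12 to P17 in normoxia) and by 1 of 100 for each of the other 3, so chance is excluded at 0.05. For the other oxygen effect differences, with counts of 0, all 100 were as large. The blood list was reached by 1 of 100, but its genes were chosen by the study for differing in the real grouping, so this says nothing about chance. The retina list was reached by 100 of 100, as a count of 0 must be. The gene sets were reached by 94 of 100 at P12, 75 at P17 and 43 at P28, so chance is not excluded for any of them.

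The calls at P17 from the software's signals may reflect the scan day. Among the 63 probes, 73.0% had the sign of the scan-day effect measured in P12 and P28 arrays, against a median of 54.0% for random probe sets, of which 0.06% were as high. Only 5 arrays of those ages were scanned on day 2, and probes are not independent. With slide as a block 0 calls were left. As many came from 2 of 100 regroupings. A real effect of oxygen at P17 is not excluded, since the design ties oxygen to scan day there.

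The reference channel gave a second view. In Cy5 alone 316 probes passed at P17, reached by 1 of 100 regroupings, and 0 were left with scan day and 0 with slide as a block. If Cy5 holds 1 common RNA and takes no signal from Cy3, these calls would not come from the animals, and a batch is a candidate explanation. Whether Cy3 affects Cy5 was not tested. The erythroid covariate gave 549 calls at P17, also reached by 1 of 100.

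Median centring gave 4947 calls at P17, 4927 of them higher, reached by 1 of 100 regroupings. With the share of probes above background as a covariate 3 were left. This is consistent with a difference in signal between the arrays, which at P17 goes with both oxygen and scan day.

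At P12, slide as a block gave 5953 calls, reached by 1 of 100 regroupings within slides. It was 1 of 18 settings run on the count. With the erythroid ratio added 0 calls were left, and with the share of probes above background added 0 calls were left. The calls may therefore reflect a property of whole arrays. Both covariates can themselves follow oxygen, so an effect of hyperoxia on blood composition at P12 stays open. With array weights estimated again for each split, counts as large came from 4 of 100 at P12, 2 at P17 and 4 at P28.

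The lower erythroid ratio in hyperoxia may come from dye normalisation that depends on intensity. Under median centring the differences were -0.123 at P12, -0.105 at P17 and -0.204 at P28, less than 0.5 of those after loess. Median centring leaves dye bias in place, so neither value is taken as the true one.

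The drop of Atf5 from P17 to P28 in normoxia goes against both batches as its cause, with log2 changes of -5.46 with scan day and -5.66 with slide as a block. It was -4.68 with the erythroid covariate, -4.10 with the share of probes above background as a covariate and -4.37 with median centring, all past the threshold, and -0.142 in Cy5 alone. A change with age stays open as a hypothesis. P17 normoxia replicate 4 stood at -2.15 for Atf5 and -4.25 for Asns, while the other 11 arrays were at 1.32 and -0.63 or more. For Trib3 it was at -2.83, below the highest P28 normoxia array (-2.71), and the other 11 were at -1.92 or more. Its Atf5 value was above every P28 normoxia array (highest -2.42). Low values were not confined to P28, since P12 hyperoxia replicate 2 stood at -2.54 for Atf5 and -3.38 for Asns. The other P12 arrays were higher for both genes. A wrong age label was tested on 1619 other probes that changed from P17 to P28 in a fit without P17 normoxia replicate 4. Its r was -0.247 with the P17 and -0.134 with the P28 normoxia mean, a difference of -0.114, so it resembled neither group and a wrong label stays open. The other 11 P17 normoxia arrays were all closer to the P17 mean, although the probes were chosen with them included. With this array included in the choice of probes, which favours the label it carries, the difference was 0.286. Without it the oxygen effect at P17 had 1 call. No biological explanation was tested for this array.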
